A study of Homo sapiens with 6 samples. Its data were reported in "METTL3 inhibits inflammation of retinal pigment epithelium cells by regulating NR2F1 in an m6A-dependent manner" (2022).

How the data were processed

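RNA sequencing was performed on ARPE-19 cells, a human retinal pigment epithelium (RPE) cell line, that carried either a short hairpin RNA against METTL3 (sh-METTL3) or a control hairpin (sh-Control). METTL3 is the enzyme subunit that writes N6-methyladenosine (m6A) into mRNA. All cells were stimulated with lipopolysaccharide (LPS), a bacterial product that induces inflammation, at 1 μg/ml for 24 h. There were 3 libraries in each group, 6 in all, and the groups were taken from the sample labels. Whether the 3 libraries of a group came from separate infections or from 1 selected line was not stated in the labels.

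RNA was extracted with Trizol, and the study's methods name single-end sequencing on an Illumina HiSeq instrument followed by Cufflinks with RefSeq mRNAs. The deposited table does not have that form. Its rows are Ensembl gene identifiers, and the start, end and exonic length of all 7758 genes equal those of GENCODE release 29 on GRCh38. The aligner, the read counter and strandedness were not stated, and the table does not name the test behind its p-values. A DESeq2 refit of the recovered reads with the same size factors gave a log2 fold change within 0.01 of the one the authors deposited for 100% of the listed genes. In each library column the authors deposited a signal that is the gene read count divided by 1 size factor for the library. 100% of the values in each library came out as whole reads once divided by the value of 1 read. The authors also deposited the group means, a log2 fold change, and a p-value and an adjusted p-value per gene. No adjusted p-value that the authors deposited was above 0.05, so the table holds only genes they had called. The ratio of their adjusted p-values to their p-values gives 22977 tested genes, of which the listed genes are 33.8%. Genes outside the list were not analysed here. In 13 rows the gene symbol had been turned into a date, and the symbol was replaced from GENCODE release 29. For 1 gene, SFRP1, the p-value that the authors deposited was written as 0.

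The preselection limits every value below. Counts of called genes say how many listed genes also passed another test on the same libraries that selected them, and shares of higher and lower genes describe the list, not the transcriptome. Gene set tests, the variance prior of limma and the TMM and RLE scaling factors were all estimated on selected genes. The smallest absolute log2 fold change of a listed gene was 0.13, so a small change of scaling cannot turn the sign of a listed gene. That no listed gene changed sign under TMM, RLE or listed-gene totals therefore carries no information about scaling.

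The fit was limma 3.58.1 in R 4.3.3, with an intensity trend, on log2 of the scaled count with a pseudocount of 1, for all 7758 genes and without covariates. A log2 fold change on this scale understates the change of weakly expressed genes. The p-values were adjusted by the Benjamini-Hochberg method over 22977 tests, which treats each unlisted gene as having a p-value of 1. The threshold was 0.05. Before the data were examined, an edgeR quasi-likelihood test with TMM factors was planned for a table of raw counts. For a table of normalised values limma on log2 values was planned, with no intensity trend named. The unit of the table led to limma. The intensity trend and the number of tests were set after the unit of the table was seen and before the fits were run. The named genes, also fixed before the data were examined, were METTL3, 15 genes the study picked for qPCR, IL1B, IL6, CXCL8, OCLN, TJP1, FTO, and the 5 protein-coding genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean of at least 100 and no overlap between groups. Single results for some genes that this rule selects are not reported here. Further genes named in the texts were chosen after their values were seen. Lists of genes for 6 themes were written at the same time (m6A machinery, inflammatory, interferon, tight junction, proliferation and RPE markers). Each was tested with the fry test of limma and, for its share of higher calls against all other called genes, with Fisher's exact test (two-sided), both adjusted over the 6 lists.

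Alternatives were edgeR 4.0.16 quasi-likelihood tests on the recovered reads with RLE factors or listed-gene totals, the DESeq2 1.42.0 Wald test, limma-voom, a pseudocount of 0.1, genes with a mean of at least 50, a replicate block, a threshold of 0.01, a doubling or halving limit, camera in place of fry, and fits that left out each library in turn. Added as alternatives after seeing the data were edgeR with TMM factors, edgeR with the authors' size factors, limma without the intensity trend, and adjustment over the listed genes alone. Of these, edgeR with TMM factors was the test planned for raw counts, and the planned limma fit named no intensity trend. The fits were tested on simulated data with 7758 genes, of which 200 were changed by a log2 value of 1. limma recovered 97.5% of them and called 11 unchanged genes.

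The number of reads falling on listed genes ranged from 10898434 to 17750052 per library. These are not library depths, which are unknown because unlisted genes are not analysed here. A group with at most 3 reads in each library was treated as at the floor, and a fold against it as a lower bound. Reads of near-identical copies (HLA-C, CXCL1 to CXCL3, metallothioneins) and of overlapping or antisense genes may have been split by the authors' counting in a way that is not stated, so their values are uncertain. GC content, length and 3 prime untranslated regions came from 1 GENCODE transcript per gene, the one with the longest coding sequence. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps. No methylated RNA immunoprecipitation data were analysed here.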

Results

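The RNA sequencing comprised 3 libraries from sh-METTL3 cells and 3 from sh-Control cells, all of them ARPE-19 cells given LPS. The values are read counts scaled by 1 size factor per library, for 7758 genes that the authors had already called as different. The reads on these genes numbered 17750052, 15115434 and 15338090 in sh-Control replicates 1, 2 and 3. In sh-METTL3 replicates 1, 2 and 3 they numbered 15004940, 10898434 and 12225530. No pair of replicates agreed within sampling noise, since the chi-square per degree of freedom between libraries of a group ranged from 3.95 to 18. The first principal component held 93.2% of the variance and separated the groups, and the second held 2.9% and set sh-METTL3 replicate 3 apart from the other libraries.

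The targeted gene was examined first. METTL3 (ENSG00000165819, GRCh38 chromosome 14, 21498133 to 21511375, minus strand) had a scaled count of 1118 ± 32.8 (SD, n = 3) in the control cells and 911 ± 128 (SD, n = 3) in the METTL3-silenced cells. The control libraries held 1154, 1108 and 1091, and the sh-METTL3 libraries held 966, 1001 and 765. The level was 18.5% lower in the METTL3-silenced cells, with a log2 fold change of -0.30 (SE 0.097) and an adjusted p of 0.032 by limma. The libraries of the groups did not overlap, as for 10% of genes by chance. The difference lay close to the threshold. It was not past it with RLE size factors in edgeR, where the log2 fold change was -0.17 and the adjusted p 0.261. Nor was it with TMM factors in edgeR, the test planned for raw counts (log2 fold change -0.25, adjusted p 0.0573). Fitting limma without the intensity trend gave an adjusted p of 0.12. The adjusted p ranged from 0.011 to 0.261 over 17 alternatives. Without sh-METTL3 replicate 3 the log2 fold change was -0.18. In the authors' deposited table the adjusted p of METTL3 was 0.0177.

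The number of listed genes that differed between the METTL3-silenced and control cells was then counted. Of the 7758 listed genes, 7597 passed an adjusted p of 0.05 by limma. Among them 3614 were higher and 3983 were lower in sh-METTL3, and 161 listed genes did not pass. The alternative that moved the count most was a further limit of a doubling or halving, under which 2369 genes remained, 1352 higher and 1017 lower. All 3 sh-METTL3 libraries lay on one side of all 3 control libraries for 7639 listed genes (98.5%), against 10% by chance. The balance of higher and lower calls turned with the scaling, since RLE factors in edgeR gave 3703 higher and 2871 lower genes. The list was selected on these libraries, so these counts are not independent of the authors' calls.

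NR2F1, the nuclear receptor that the study followed as a target of METTL3, was higher in the METTL3-silenced cells. NR2F1 (ENSG00000175745, chromosome 5, 93583224 to 93594615, plus strand) had a scaled count of 3322 ± 235 (SD, n = 3) in the control cells and 5284 ± 661 (SD, n = 3) in the METTL3-silenced cells. Its log2 fold change was 0.66 (SE 0.087), with an adjusted p of 0.000203 by limma, and it stayed past the threshold in all 17 alternatives.

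The study picked 15 genes for verification partly from these libraries. All 15 were listed, 5 higher and 10 lower in sh-METTL3. Over all genes tested 14 passed the threshold by limma, and 14 passed when adjusted over the list alone, which is not independent evidence because the study chose the genes on these samples. LRP1 did not pass (log2 fold change 0.16, adjusted p 0.263 by limma), but passed in 4 of 17 alternatives, and its adjusted p ranged from 0.00426 to 0.649. FURIN was lower by a log2 value of -0.19 (adjusted p 0.0273 by limma) and was lost in 8 of 17 alternatives, with an adjusted p from 0.00923 to 0.809. LIF (log2 fold change -0.28) was lost in 1 alternative, edgeR with RLE size factors. The largest fall among the 15 was that of TLR4, from 567 ± 15.7 to 118 ± 13.7 (SD, n = 3 each), a log2 fold change of -2.27. SGK1, VEGFC, ANGPTL4 and ETS1 had log2 fold changes of -2.04, -1.62, -1.43 and -1.08. ETS1 lies on chromosome 11 at 128458761 to 128587558, inside a stretch in which 86.8% of listed genes were lower. MAP1B, IRAK1 and SLC2A1 rose by log2 values of 0.79, 0.58 and 0.45. HLA-C had a log2 fold change of -0.60, and its reads can be shared with near-identical copies.

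The study measured secreted interleukins and the junction proteins Occludin and ZO-1, and the mRNA of the same genes was compared. The scaled count of IL1B, which encodes IL-1β, was 816 ± 65.3 in the control cells and 192 ± 62.3 in the METTL3-silenced cells (SD, n = 3 each), a log2 fold change of -2.14 (adjusted p 3.29e-05 by limma). That of IL6 was 601 ± 67 and 270 ± 71.9 (SD, n = 3 each), a log2 fold change of -1.18 (adjusted p 0.00059 by limma). CXCL8, which encodes IL-8, had 35630 ± 5886 and 7784 ± 1302 (SD, n = 3 each), a log2 fold change of -2.20 (adjusted p 1.34e-06 by limma). All 3 stayed lower and past the threshold in each of 17 alternatives. OCLN, which encodes Occludin, had 334 ± 26.3 and 268 ± 3.19 (SD, n = 3 each), a log2 fold change of -0.32 (adjusted p 0.0318 by limma). It was lost in 9 of 17 alternatives, with an adjusted p from 0.0107 to 0.256. TJP1, which encodes ZO-1 (chromosome 15, 29699367 to 29968865, minus strand), had 3768 ± 37.0 and 1672 ± 70.9 (SD, n = 3 each), a log2 fold change of -1.17 (adjusted p 1.85e-07 by limma). TJP1 lies inside a stretch of chromosome 15 in which 95% of listed genes were lower. FTO, the m6A demethylase that the study also silenced, was not among the listed genes.

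**Figure D1:**
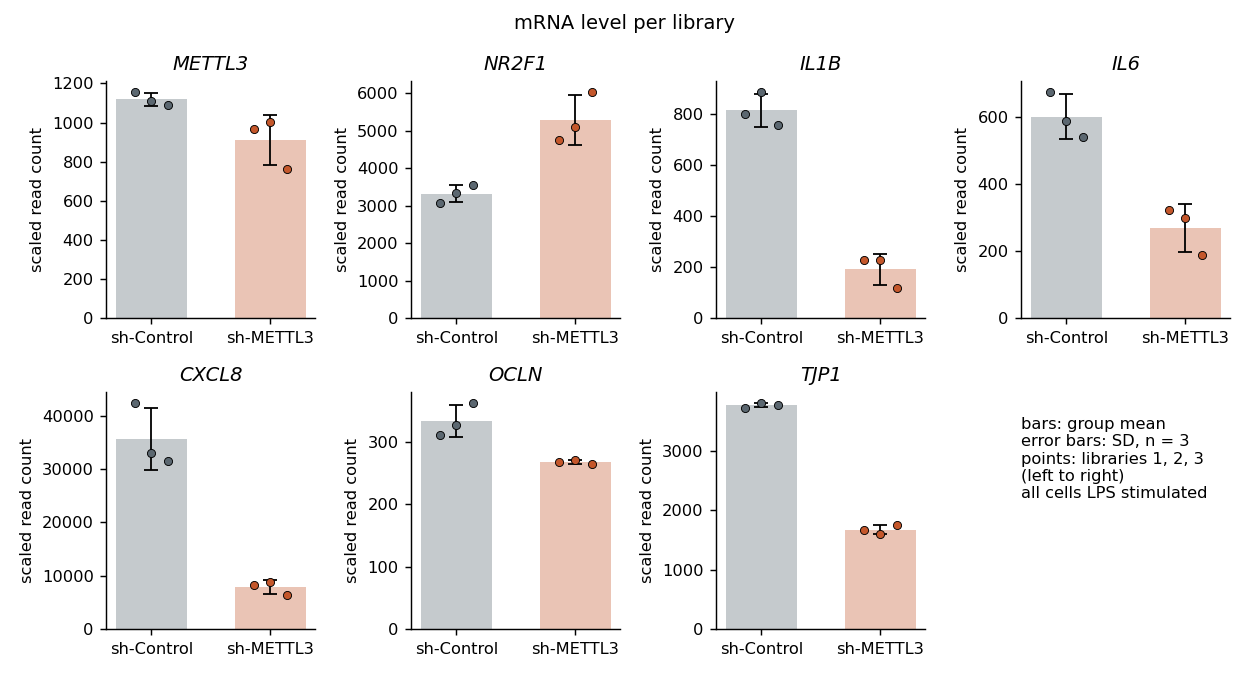
Scaled read count (vertical axis, linear from 0) of METTL3, NR2F1, IL1B, IL6, CXCL8, OCLN and TJP1 in 3 sh-Control and 3 sh-METTL3 libraries, all LPS stimulated, with bars for the mean, error bars for the SD and points for single libraries. The sh-METTL3 libraries lie above the controls for NR2F1 and below them for the other genes, by 18.5% of the mean for METTL3 and 76.5% for IL1B.

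Lists of genes for 6 themes were then compared, as far as their genes were listed. Of 23 inflammatory genes, 20 were listed, and 19 of these were lower in sh-METTL3, with a median log2 fold change of -1.32 (adjusted p 0.000114 by fry in limma, 0.000163 by Fisher's exact test). All 17 listed interferon genes were lower, with a median of -1.66 (adjusted p 0.0132 by fry in limma, 0.00012 by Fisher's exact test). Of 12 listed tight junction genes, 10 were lower, with a median of -1.02 (adjusted p 9.17e-05 by fry in limma, 0.0822 by Fisher's exact test). Of 12 listed genes of the m6A machinery, 9 were lower, with a median of -0.24 (adjusted p 0.000535 by fry in limma, 0.103 by Fisher's exact test). The 8 listed RPE markers went both ways, 5 higher and 3 lower, with a median of 0.63 and a mean of -0.04. The fry test in limma gave this list a downward direction (adjusted p 0.00116), against the sign of the median, and Fisher's exact test an adjusted p of 0.49. The 12 listed proliferation genes did not move as a set, with 7 higher and a median of 0.57 (adjusted p 0.547 by fry in limma, 0.25 by Fisher's exact test). Without sh-METTL3 replicate 3 the fry adjusted p of this list in limma was 0.00128. With camera at a preset correlation of 0.01, the inflammatory, interferon and tight junction lists stayed past the threshold and the m6A machinery and RPE lists did not. With camera and an estimated correlation no list passed. The unlisted members of each list were not analysed here, and the tests ran on genes that had been selected for a difference.

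**Figure D2:**
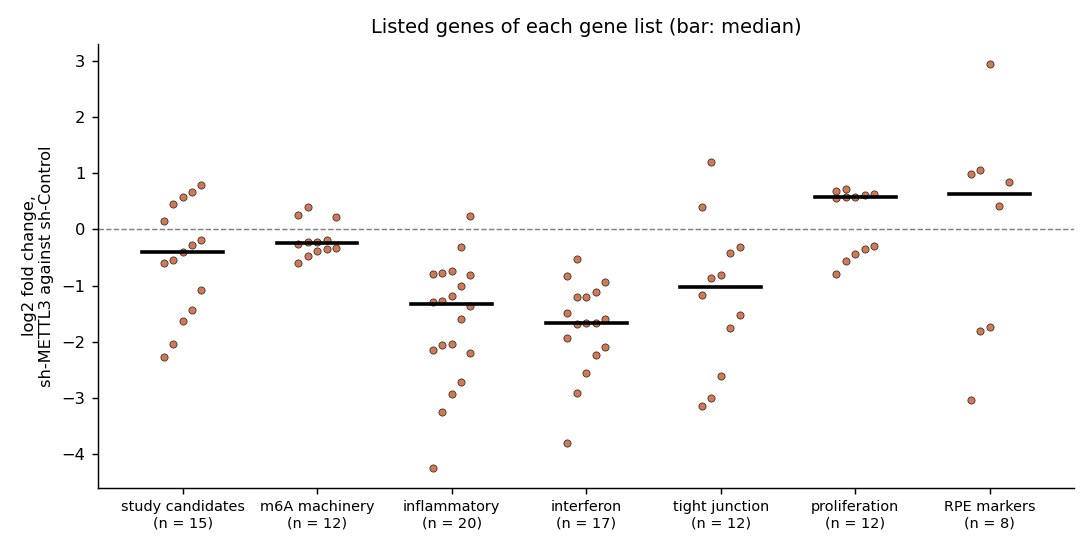
Log2 fold change of sh-METTL3 against sh-Control (vertical axis) for each listed gene of the 15 study candidates and of the 6 gene lists (horizontal axis), with 1 point per gene and a bar at the median. The inflammatory median lies at -1.32 and the interferon median at -1.66, while the proliferation genes lie in groups on both sides of 0.

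The largest rises by the fixed rule were those of COL5A1, RAX, ADAMTS2, FIBIN and SFRP1. COL5A1 went from 1.64 ± 2.09 to 5393 ± 316, and SFRP1 from 513 ± 30.4 to 22382 ± 1379 (SD, n = 3 each). RAX had 0 reads in the 3 control libraries and 444 ± 77.4 (SD, n = 3) in sh-METTL3, at least 165-fold higher than the floor of 3 reads allows in the controls. ADAMTS2 rose from 2.1 ± 1.46 to 702 ± 49.7 and FIBIN from 8.43 ± 4.52 to 911 ± 240 (SD, n = 3 each). Among the largest falls were those of C15orf48, TNFRSF11B, RBP7 and MT1M. TNFRSF11B went from 1085 ± 54.9 to 20.1 ± 14.6 (SD, n = 3 each). C15orf48 went from 551 ± 82.9 to 7.19 ± 4.8 (SD, n = 3 each), and it lies in the same stretch of chromosome 15 as TJP1. RBP7 went from 297 ± 39.2 to 6.78 ± 5.87 and MT1M from 221 ± 7.12 to 4.03 ± 2.33 (SD, n = 3 each), and MT1M can share reads with other metallothionein genes. Each of these genes passed the threshold in every alternative that gave it a value.

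Position in the genome was compared last. The share of lower genes on each of 25 chromosomes was set against that on the others with Fisher's exact test and Benjamini-Hochberg adjustment over the 25. It differed on 7 chromosomes, most on chromosome 11 (76.6% against 50.3%, adjusted p 1.94e-34) and chromosome 15 (68.6% against 51.6%, adjusted p 2.85e-08). A scan for runs of at least 25 neighbouring listed genes, designed after these values were seen, found 2 runs beyond the largest value of 200 shuffles of the genes. The run on chromosome 11 spanned 47177525 to 134411918 and held 431 listed genes, of which 374 were lower, with a median log2 fold change of -0.63 (quartiles -0.94 and -0.40). The run on chromosome 15 spanned 20379495 to 50355408 and held 141 listed genes, of which 134 were lower, with a median of -1.06 (quartiles -1.31 and -0.76). Outside the runs 49.3% of 7167 listed genes were lower. The median ratio to the controls in the chromosome 11 run was 0.648, 0.643 and 0.636 in sh-METTL3 replicates 1, 2 and 3. In the chromosome 15 run it was 0.489, 0.481 and 0.491. METTL3, NR2F1, IL1B, IL6 and CXCL8 lie outside the runs. The runs hold 505 of the genes called lower (12.7%).

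**Figure D3:**
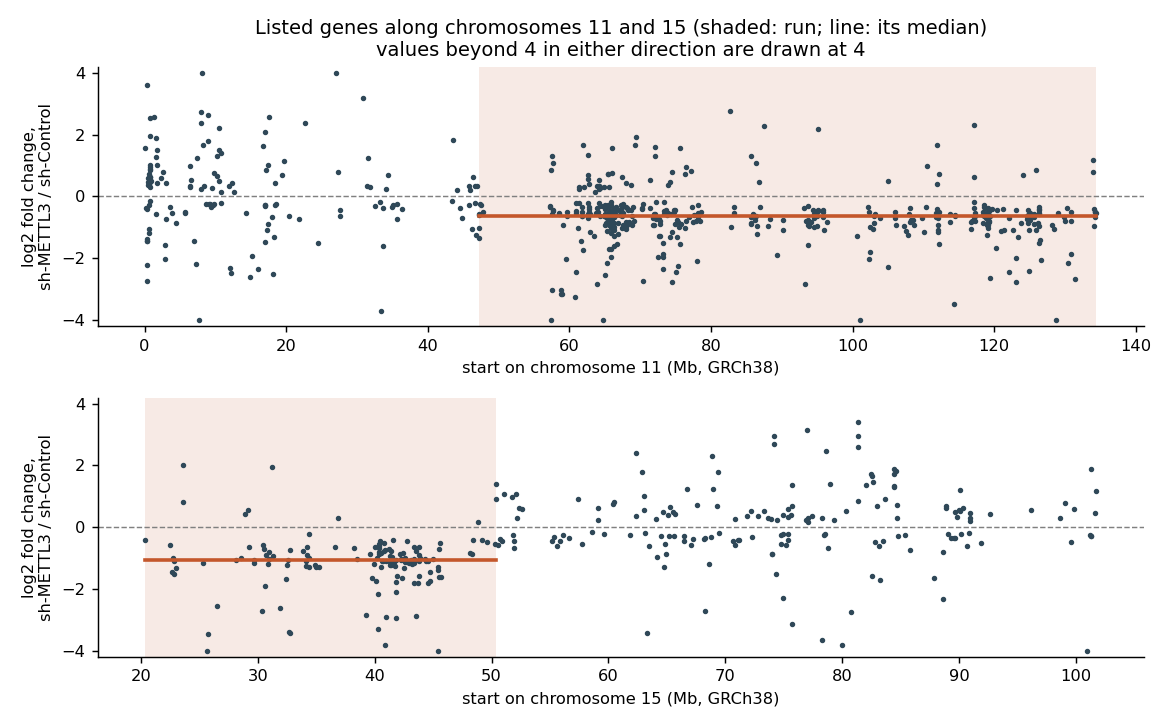
Log2 fold change of sh-METTL3 against sh-Control (vertical axis, values beyond 4 drawn at 4) for listed genes by their start on chromosomes 11 and 15 (horizontal axis, Mb, GRCh38), with 1 point per gene, the runs shaded and a line at the median of each run. Most genes in the shaded stretches lie below 0, with medians of -0.63 on chromosome 11 and -1.06 on chromosome 15. Genes outside the stretches lie on both sides of 0.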

Values the study reported

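The study stated that about 90% of the ARPE19 cells were infected by the lentivirus. It combined this RNA sequencing with methylated RNA immunoprecipitation sequencing and described 608 genes common to both. It placed 38 of them among genes with lower m6A and a link to RPE function, 383 among genes with lower m6A and no such link, and 187 among genes with higher m6A. From the 38 genes it took 15 related to inflammation for verification.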

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

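The authors' preselection bounds what these alternatives can show, because every listed gene had passed a test on the same libraries. Across 19 alternatives the number of called genes ran from 2369 to 7747, and it was within 1.5 times of 7597 in each but the one with a doubling or halving limit (2369 called, 1352 higher, 1017 lower, 5 of the study's 15 candidates). The fits that each left out 1 library gave from 6541 to 7290 genes, from 3138 to 3467 higher and from 3392 to 3823 lower, and from 13 to 14 candidates. RLE size factors estimated on the listed genes moved the median log2 fold change by 0.124 and the share of higher calls from 47.6% to 56.3%; TMM gave 50.3%. The balance of calls therefore turned: RLE factors gave 3703 higher and 2871 lower genes, listed-gene totals 3697 and 3620, and TMM factors 3694 and 3655, against 3614 and 3983. No named gene and no list median changed sign (the direction of the set test did for the RPE markers), but with no listed gene closer to 0 than 0.13 a change of sign by scaling was hardly possible.

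METTL3 did not pass in 6 of 17 alternatives. Its log2 fold change was -0.17 with RLE factors (adjusted p 0.261) and -0.25 with TMM factors (adjusted p 0.0573), both in edgeR, and -0.30 in limma without the intensity trend (adjusted p 0.12); none of these passed. It ranged from -0.38 to -0.18 across the 6 fits that each left out 1 library, and was not past the threshold in the 3 that left out a control library. The cause was not tested. NR2F1 stayed past the threshold throughout, from 0.57 to 0.74 across those 6 fits.

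For the gene lists, the downward call of fry for the RPE markers no longer passed with listed-gene totals (median 0.67), TMM factors (0.67), the authors' size factors in edgeR (0.63) or limma-voom (0.63). Its direction reversed to upward, not past the threshold, with RLE factors (0.75) and with camera at either correlation (0.63), so this list has no stable direction. The m6A machinery list no longer passed with RLE factors (-0.12) or camera (-0.24). With the estimated correlation camera also lost the inflammatory (-1.32), interferon (-1.66) and tight junction (-1.02) lists; the medians did not change, since only the test differs. The share of higher calls among tight junction genes, 16.7%, passed Fisher's exact test with RLE factors (18.2%) and without the intensity trend (9.09%), and ran from 9.09% to 18.2% when a library was left out, where 4 of 6 fits passed; without sh-Control replicate 1 it was 9.09%. For the m6A machinery the share, 18.2%, ran from 10% to 25% when a library was left out. The fit without sh-METTL3 replicate 3 (10%) passed. The share rose to 42.9% with RLE factors and to 27.3% with TMM factors and with listed-gene totals, and passed with none of them. The proliferation median ran from 0.43 to 0.79 and passed without sh-METTL3 replicate 3 (0.79). Among 29 other named genes, 4 changed side: OCLN, FURIN and LIF lost and LRP1 gained, in 18 and 4 fits. The cause was not tested.

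With the replicate number as a block 7481 genes were called, 7406 of them also called without it, and the interferon list had an adjusted p of 0.053 by fry at the same median of -1.66. OCLN had an adjusted p of 0.0637 under this block. Over listed genes with a mean of at least 50, the deviations of same-numbered libraries correlated at 0.011, -0.043 and -0.053. They gave no sign that the numbers pair the libraries. The genes were selected for a group difference, so pairing is not excluded. The filter at a mean of at least 1 removed 0 genes and gives the fit as reported, as does a filter of 1 read. Library depth is unknown, so no limit of detection for unlisted genes can be given.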

Other observations

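Tests in this part that were chosen only after the result was seen are those of mislabelled groups, of a deviating library, of the scaling of METTL3, of the runs on chromosomes 11 and 15, of TJP1 and ETS1, and of noncoding genes. Of the 10 splits of the 6 libraries into groups of 3, only the real one gave as many as 7597 called genes (1 of 10). The other splits called 0 genes, with from 0 to 25 genes at an unadjusted p under 0.05. With 3 libraries against 3 the share of splits cannot fall under 10%, and the list was chosen for the real split, so this count cannot decide.

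The runs on chromosomes 11 and 15 are the feature of these data that most deserves a second look. A candidate explanation is a copy number difference between the stably selected lines, which would lower most expressed genes of a stretch by a similar ratio. The share of lower genes differed on 7 chromosomes, but this gave rise to the scan and cannot decide. The scan used only the sign of listed genes, so how many genes were listed and how far they fell are separate values. Of the annotated protein-coding genes, 43.9% were listed in the chromosome 11 run and 54% in the chromosome 15 run, against 33.2% outside (Fisher's exact test, two-sided, p 8.07e-11 and 2.24e-10), which that explanation needs. A similar ratio would also give the lower genes a narrow spread. Their interquartile range was 0.49 in the chromosome 11 run and 0.56 in the chromosome 15 run, and of 10000 draws of lower genes from outside, matched on mean expression, 1283 and 385 were as narrow. The spread was thus not narrower than chance draws on chromosome 11. On chromosome 15 all but 385 draws were wider, with a median range of 0.78 over the draws. There both the share listed and the spread went with a copy number difference. On chromosome 11 only the share listed did, and copy number stays open. The median ratios over listed genes were 0.647 and 0.48. A trend on GC content and length explained 0.809% of the variance, and the higher of the medians stayed at -0.63 once it was removed. Under TMM, RLE and listed-gene totals the highest median was -0.50. The highest median ratio over the sh-METTL3 libraries was 0.648, so the lowering does not rest on 1 library. These values argue against GC or length bias, a scaling shift of the size seen among these factors, and a deviating library. DNA was not measured, the ratio cannot say whether the sh-METTL3 cells lost copies or the control cells gained them, and regulation of whole stretches by METTL3 was not tested. Once the genes of the runs were left out, the share of lower genes still differed on 3 chromosomes.

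TJP1 and ETS1 may have fallen with their stretch of chromosome. Of the other genes in the chromosome 15 run, 35.7% fell further than TJP1, and of those in the chromosome 11 run, 18.8% fell further than ETS1. Both therefore lie within the range of their neighbours, which neither shows a shared cause nor excludes a separate effect on either gene. Neither fall can be assigned to METTL3 from these libraries alone.

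The inflammatory genes went lower together, while the study reported that METTL3-silenced cells secreted more of the interleukins encoded by IL1B, IL6 and CXCL8. Secretion and protein were not analysed here. The median of the list was -1.35 after the trend on GC content and length was removed, and at its highest -1.22 over TMM, RLE and listed-gene totals. Over the 6 fits that each left out 1 library it ran from -1.45, without sh-METTL3 replicate 3, to -1.23, without sh-Control replicate 1. For the 19 listed genes outside the runs it was -1.28. GC or length bias, a scaling shift of the size seen among these factors, a deviating library and the runs are therefore argued against. Swapped labels would put METTL3 higher in the libraries labelled sh-METTL3, where its log2 fold change was -0.30. That fall lies too close to the threshold to exclude a swap. NR2F1 was picked by the study partly from these libraries. By qPCR and western blot the study also found more NR2F1 in METTL3-silenced ARPE-19 cells, the direction seen here. Its Occludin and ZO-1 protein was lower, as OCLN and TJP1 mRNA were here, while its interleukin secretion went the other way. These directions were mixed, so mislabelled groups stay open. Preselection cannot produce the direction either, since 19 of all 23 genes of the list were lower whatever the 3 unlisted genes did. Also open are an effect of silencing METTL3 and a difference between the selected lines in their response to LPS. Unstimulated cells were not analysed here, so a weaker response to LPS and a lower baseline were not separated.

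The fall of METTL3 mRNA was small for a silenced gene. Scaling could hide a larger fall. The largest over TMM, RLE and listed-gene totals was -0.25. These factors, estimated on selected genes, moved the median log2 fold change upward by 0.044, 0.124 and 0.045. They could therefore not show a larger fall, and scaling stays open. A single weakly silenced library could also dilute the fall, but the largest fall over the fits that each left out 1 sh-METTL3 library was -0.38. The latter value argues against a single weakly silenced library as the reason for a small fall. Without sh-METTL3 replicate 3, which had the lowest METTL3, the log2 fold change was -0.18. Why the mRNA fell so little was not tested. By western blot the study found less METTL3 protein in its silenced ARPE-19 cells, and it found a lower m6A rate. Protein and m6A were not analysed here. The study also reported that LPS lowered METTL3 mRNA and raised its protein, and all libraries here had LPS. It selected stably transformed cells, but a mixed population stays open, as does a hairpin that acts mainly on translation.

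A hypothesis fixed before the data were examined was that transcripts with more GGACT would rise. GGACT belongs to the RRACH sequences (R is G or A, H is A, C or U) in which the paper places most m6A. Over 5803 listed protein-coding genes, the partial Spearman correlation of log2 fold change with GGACT per kilobase of the 3 prime untranslated region, given its length and GC content, was -0.018. The correlation is across genes, which are not independent replicates. The 59 other orders of the same bases gave from -0.027 to 0.034, and 50 of them lay above GGACT. The test gave no sign of such a rise among listed genes. Other RRACH sequences and coding sequences were not tested, and sites with measured m6A were not analysed here.

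Of 308 listed lincRNA genes 247 were higher in sh-METTL3, and of 289 listed antisense genes 228 were, together 79.6%, against 43.9% of protein-coding genes. Weak expression could produce such a tilt. Protein-coding genes matched on mean expression in 10 bins were higher in 56.3%, and the highest of 10000 matched draws reached 63.3%, which argues against weak expression as the whole cause. Reads from introns, from DNA or from the opposite strand stay open, since the strandedness of the counting is not stated, as does a biological effect of METTL3 on noncoding transcripts.

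The listed proliferation genes parted by phase of the cell cycle, a grouping made after their values were seen. CCNB1, CCNB2, BUB1, AURKA, PLK1, BIRC5 and CENPF, which act around mitosis, were the 7 higher genes, with log2 fold changes from 0.57 to 0.71. PCNA, MCM2, MCM3, MCM7 and CCNE2, which act around DNA replication, were the 5 lower genes, from -0.80 to -0.29, of which MCM3 and MCM7 did not pass the threshold. No technical or biological explanation was tested for this pattern, and 12 of the 24 genes of the list were not among the listed genes.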
